A study of Homo sapiens with 3 samples. Its data were reported in "Single-cell transcriptomics identifies Mcl-1 as a target for senolytic therapy in cancer" (2022).

How the data were processed

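The series held 3 libraries of human PC3 prostate cancer cells grown as xenografts in NRG mice, 1 library for each treatment. PC3 is an established line, and the cells carried a short hairpin RNA against TIMP1. Tumours were dissociated, cells positive for GFP were sorted, and 10x 3' single cell libraries were made. The groups were docetaxel alone, docetaxel followed by ABT263 (navitoclax, an inhibitor of BCL2 family proteins) and docetaxel followed by S63845 (an inhibitor of the MCL1 protein). Each cell was assigned to its library by the start of its name in the deposited matrices, matched to the sample titles. No column of another sample was present.

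The authors deposited whole UMI counts per gene and cell. Their methods describe Cell Ranger with STAR on GRCh38, removal of cells with a high mitochondrial share or under 100 genes, and restriction to protein coding genes. The deposited counts held 16315 genes and 16825 cells. No gene of the mitochondrial genome and no RPL or RPS gene was among them, so totals here exclude these genes and the mitochondrial filter could not be repeated. The authors also deposited a matrix on a natural log scale, made by normalising each cell and then integrating the libraries through anchors. Integration draws matched cells of different libraries together, so differences between libraries in that matrix are not expression differences. The ABT263 library was not altered by it. Within each ABT263 cell all values above 0 matched the logarithm of 1 plus the scaled counts to within 1% on the linear scale, and 100% of its 0 counts stayed at 0. With docetaxel 4.94% and with S63845 1.86% of the values at counts above 0 matched in this way. The totals that the ABT263 values imply were 1.25 times the deposited totals at the median cell (1.17 to 1.39 from the 5th to the 95th percentile), so genes now absent were in the totals that the authors scaled to. The matrix was used only as an alternative. Imputation is described in the methods, and the deposited counts were used as they stand.

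The filter of at least 100 genes removed no cell. Counts were summed per library and given as CPM, each gene scaled to the total UMIs of its library. Each CPM has an exact Poisson 95% interval. The log2 ratio of 2 libraries has an exact conditional binomial 95% interval, and a share of cells has an exact Clopper-Pearson 95% interval. All of these cover counting error only. Each group had 1 library, so differences have no replicate check, and no test, p-value or count of changed genes was made. Where a sum was 0, a ratio used 3 counts, and a share with a count of 0 was given an upper limit of 3 counts of the total.

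The named genes followed a rule fixed before the data were examined. They were TIMP1, then MCL1, BCL2 and BCL2L1, then the genes of the senescence signature, among them CDKN2A, CDKN2B, CDKN2D, CDKN1A and CDKN1B. For each pair of libraries the rule added the 3 highest and 3 lowest log2 ratios among genes with a CPM of at least 100 in 1 of the libraries and at least 50 UMIs over both, without MT-, RPL and RPS genes. Their Poisson intervals had to be apart and the sign had to be the same under TMM scaling and equal weight per cell. Some of the genes so chosen, and an alternative and a test that rest on 1 of them, are not reported here. Coordinates are from GENCODE version 44 on GRCh38, joined by symbol; 16042 of the 16315 symbols had an entry. The authors' annotation version is not given in the sources used here.

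The gene lists were also fixed beforehand. They were the senescence signature, anti-apoptotic and pro-apoptotic genes, the senescence-associated secretory phenotype (SASP), migration and matrix remodelling, the S and G2/M phase lists of Seurat, a cell cycle pathway list, immediate early and dissociation stress genes, and markers of epithelial, fibroblast, leukocyte, endothelial and erythroid cells. The SASP, anti-apoptotic and pro-apoptotic lists hold human counterparts of the mouse genes that the study used. In the SASP list CXCL8 stands in for mouse Cxcl15, which has no strict human ortholog. In the signature the study's text names p19Arf, which the CDKN2A locus encodes, while its code for mouse cells scores Cdkn2d as well as Cdkn2a. Both CDKN2D and CDKN2A were in the signature here. The cell cycle pathway list also holds 5 genes of the signature. The pathway, migration, stress and marker lists were written by hand from general knowledge. A list level was the median log2 ratio over members with a mean CPM of at least 5. Its percentile was taken among 10000 random lists of the same size matched on mean CPM in 20 bins. A host-like list and a hypoxia and glycolysis list were added after the data were examined.

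Senescence scores followed the study's index in outline. Each cell was thinned at random to 500 UMIs, the largest of 5 preset depths that kept at least 80% of cells in every library, and shallower cells were left out. The signature was scored as a module score against genes of like abundance. A cell cycle list was scored by single-sample GSEA, written anew with ties at their mean rank. Both were rescaled from 0 to 1, and the signature was added to the inverted cell cycle score. This was done with the cell cycle pathway list and with the S and G2/M lists together. A cell entered the high senescence score class when both sums were at or above their 75th percentile over all cells pooled. The study used 3 cell cycle sets and imputed values, so the classes are not the same. MCL1 in the class was summed from all counts of its cells. Phases were called from module scores of the S and G2/M lists at the same depth.

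Doublets were not removed. Scrublet, run per library in Scanpy 1.11.5, called 0 of 6627 docetaxel cells, 0 of 8684 ABT263 cells and 6 of 1514 S63845 cells. That is too few for the caller to have worked, and doublets of 1 cell line are hard to call, so leaving out the 5% of cells with most UMIs was used to weigh them. The alternatives chosen beforehand were a stricter cell filter (500 genes and 1000 UMIs), TMM scaling in edgeR 4.0.16 under R 4.3.3, median-of-ratios scaling, equal weight per cell, the deepest cells left out, the integrated matrix, and for the scores other depths, no thinning, regression on depth, a module score for the cell cycle, diffusion smoothing after the MAGIC method, equal library weights and a 90th percentile. Alternatives without host-like cells, without CDKN2D in the signature, at an equal mix of MSMP classes, at 1000 to 4000 UMIs and with another thinning draw were chosen after seeing the data.

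The scripts were tested on simulated data. Poisson counts were drawn for the real genes at the real library totals, with 200 genes of at least 100 CPM changed by known folds. No variation between cells or tumours was drawn, so these values check the arithmetic and say nothing about differences between tumours. All of the changed genes (100%) had separate intervals in the right direction in each of the 3 pairs, over 2027 genes. The ratio intervals held the true value for 95.6% of genes for ABT263 over docetaxel, 95.3% for S63845 over docetaxel and 94.6% for S63845 over ABT263. With no gene changed, 0.296% to 0.641% of genes had separate intervals. With 200 changed genes the totals shifted, and 11.9% to 13.8% of the unchanged genes then had separate intervals, so a small ratio can come from the scaling. The enrichment score equalled the running sum on untied values, and its correlation with the mean over random orders of tied values was 0.987 over 20 cells. The largest difference in a cell with ties was 863, against an SD of 329 over the cells. A random gene list and unthinned cells were used, so ties at 500 UMIs were not tried. The signature score alone, cut at the planted share, was tried on cells planted with signature genes 8-fold higher. It found 75.1% of the planted cells at 500 UMIs, against 6.53% of other cells. The rule of the class, which adds cell cycle scores, was not simulated, so its recovery is not known. Other computations used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and scikit-learn 1.9.0.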

Results

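Single cell transcriptomes were collected from GFP-positive PC3 shTIMP1 xenograft cells after docetaxel alone or docetaxel combined with ABT263 or S63845. Each treatment had 1 library. The docetaxel library held 6627 cells and 12121983 UMIs, the ABT263 library 8684 cells and 13495238 UMIs, and the S63845 library 1514 cells and 13698954 UMIs. The totals were close, but depth per cell was not. The median was 1612 UMIs per cell with docetaxel, 1440.5 with ABT263 and 8871.5 with S63845. The S63845 library was spread from 327 to 25267 UMIs per cell, and 399 of its cells had fewer than 3000. No library without treatment and no library without the hairpin was analysed here. All intervals below are 95% intervals for counting error, and with 1 library per group no difference has a replicate check.

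**Figure D1:**
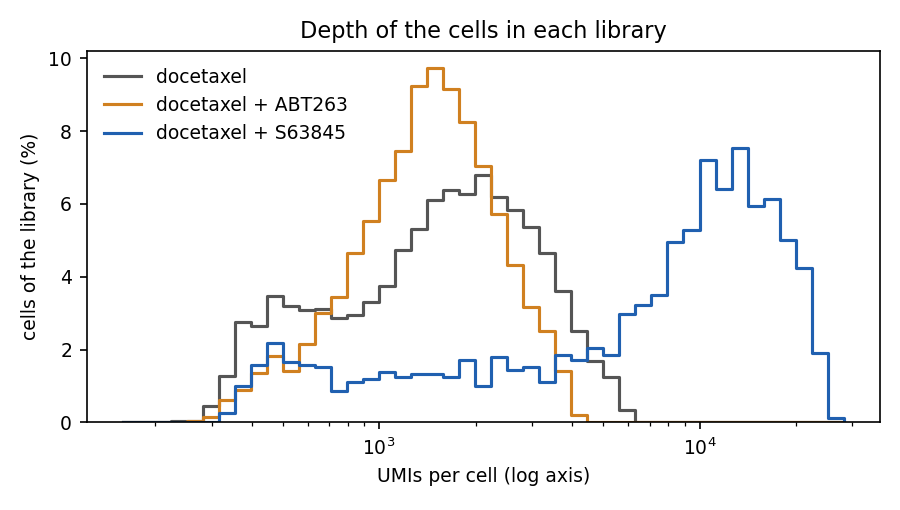
Share of the cells of each library (y axis, percent) by UMIs per cell (x axis, log scale), 1 line per library. The docetaxel and ABT263 cells lie around medians of 1612 and 1440.5 UMIs, and most S63845 cells lie higher, around 8871.5, with a tail of shallow cells.

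TIMP1 is the gene targeted by the hairpin in all 3 libraries, so its level has no control here. The gene lies on chromosome X at 47582408 to 47586789 (GRCh38). Its level was 572 CPM (interval 558 to 585) with docetaxel, 496 (485 to 509) with ABT263 and 531 (519 to 544) with S63845. The order of the ABT263 and S63845 libraries changed with the scaling, from a log2 ratio of 0.10 to -0.13 under TMM.

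The study asked whether MCL1 differs between cells that remain after each treatment. MCL1 lies on chromosome 1 at 150560895 to 150579738. It was at 209 CPM (201 to 217; 2532 UMIs) with docetaxel, 191 (183 to 198; 2573 UMIs) with ABT263 and 322 (312 to 331; 4408 UMIs) with S63845. The log2 ratio of S63845 to docetaxel was 0.62 (0.55 to 0.69), and to ABT263 it was 0.76 (0.68 to 0.83). Among alternatives on counts, cells of 1000 to 4000 UMIs moved the first ratio most, to 1.58. The ratio of ABT263 to docetaxel was -0.13 (-0.21 to -0.05), but 0.034 under TMM and 0.049 under median-of-ratios scaling, so its direction rested on the scaling. In the integrated matrix the mean of MCL1 was 0.52 with docetaxel, 0.46 with ABT263 and 0.45 with S63845 on the natural log scale, an order opposite to that of the counts for S63845. In that matrix the docetaxel and S63845 values were altered and the ABT263 values were not.

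MCL1 also varied with the depth of the cells within a library. In docetaxel cells it was 458 CPM (383 to 543) under 500 UMIs and 172 (153 to 192) at 4000 to 8000 UMIs. In S63845 cells it was 655 (578 to 740) at 2000 to 4000 UMIs and 295 (285 to 305) from 8000 UMIs. At 2000 to 4000 UMIs the docetaxel and ABT263 cells were at 188 (177 to 199) and 166 (155 to 177).

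**Figure D2:**
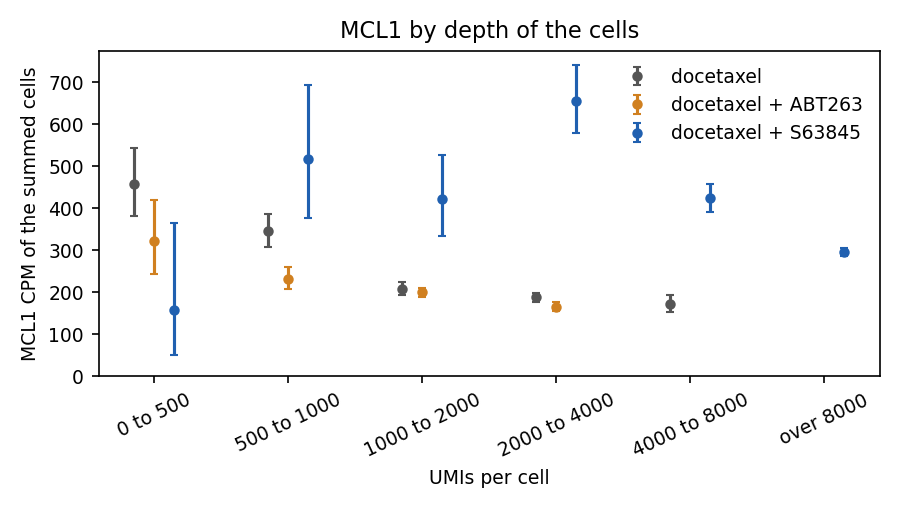
MCL1 CPM (y axis) of cells summed by UMIs per cell (x axis, bins), with exact Poisson 95% intervals, 1 colour per library. From 500 to 8000 UMIs the S63845 points lie above those of the other libraries, while under 500 UMIs the S63845 point of 156 CPM lies below them.

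BCL2 and BCL2L1 encode targets of ABT263. BCL2 (chromosome 18, 63123346 to 63320128) was near the detection limit, with 22, 12 and 18 UMIs in the docetaxel, ABT263 and S63845 libraries, and over all cells no difference was detectable at this depth. Among cells of 1000 to 4000 UMIs, 4 UMIs with S63845 against 13 with docetaxel and 12 with ABT263 gave log2 ratios of 2.29 (0.22 to 3.99) and 2.78 (0.69 to 4.51), so the result for S63845 depended on the cells used. BCL2L1 (chromosome 20, 31664452 to 31723989) was at 161 CPM (154 to 168), 141 (135 to 147) and 165 (159 to 172). Its log2 ratio of S63845 to docetaxel was 0.04 (-0.05 to 0.13), a difference not detectable at this depth.

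Genes of the senescence signature were compared next. With S63845, CDKN2A (chromosome 9, 21967752 to 21995301) rose from 108 CPM (102 to 114) with docetaxel to 219 (212 to 227), a log2 ratio of 1.02 (0.93 to 1.11). CDKN2B (chromosome 9, 22002903 to 22009305) had a ratio of 0.81 (0.71 to 0.91), CDKN1B (chromosome 12, 12685498 to 12722369) of 0.82 (0.58 to 1.07), CDKN1A (chromosome 6, 36676460 to 36687337) of 0.58 (0.46 to 0.70) and CDKN2D (chromosome 19, 10566460 to 10569059) of 0.41 (0.24 to 0.57). With ABT263, CDKN2A, CDKN2B and CDKN1B were lower than with docetaxel, with ratios of -0.33 (-0.44 to -0.21), -0.49 (-0.61 to -0.37) and -0.49 (-0.78 to -0.19). CDKN2D and CDKN1A were higher, with ratios of 0.25 (0.08 to 0.42) and 0.22 (0.09 to 0.35). The list median was 0.69 (0.57 to 0.75; percentile 100 among random lists) for S63845 over docetaxel. For ABT263 over docetaxel it was -0.05 (-0.14 to 0.02; percentile 69.5), and 0.11 under TMM, while the ratio of the summed CPM of the list was 0.29 (0.24 to 0.34), so no direction can be given. Without CDKN2D the medians were 0.81 and -0.33.

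**Figure D3:**
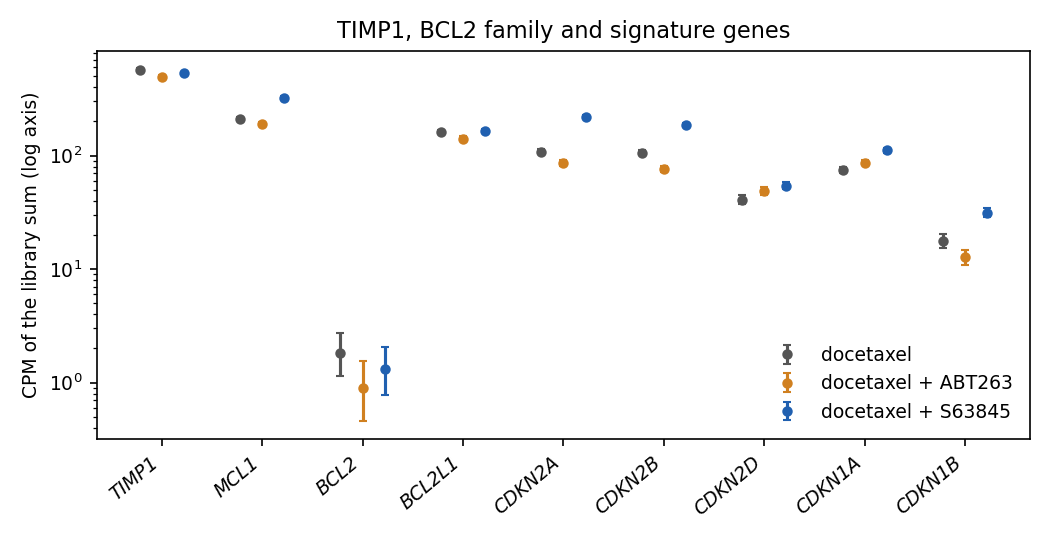
CPM of each library sum (y axis, log scale) for TIMP1, the BCL2 family genes and genes of the senescence signature (x axis), with exact Poisson 95% intervals where wider than the point. MCL1 is highest with S63845 at 322 CPM, as are CDKN2A at 219 CPM and CDKN2B at 186 CPM.

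The spread of ratios was taken over abundant genes. Over 2358 genes with at least 100 CPM in a library, the middle 90% of log2 ratios lay between -0.58 and 0.40 for ABT263 over docetaxel, between -0.59 and 0.71 for S63845 over docetaxel and, widest, between -0.75 and 1.07 for S63845 over ABT263. The median gene was at -0.06 for ABT263 over docetaxel, and TMM moved it to 0.11. For S63845 over docetaxel it was 0.02, moved to -0.05. For S63845 over ABT263 it was 0.07, moved to -0.16.

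The genes with the largest ratios were these. With ABT263 the highest over docetaxel were HPGD (chromosome 4, 174490175 to 174523154) at 1.30 (1.27 to 1.33), KCNMA1 (chromosome 10, 76869601 to 77638369) at 1.28 (1.26 to 1.31) and ANGPTL4 (chromosome 19, 8363289 to 8374370) at 1.28 (1.18 to 1.38). The lowest were UTS2 (chromosome 1, 7843083 to 7853512) at -2.78 (-3.00 to -2.57), CXCL2 (chromosome 4, 74097040 to 74099196) at -2.10 (-2.25 to -1.95) and CXCL3 (chromosome 4, 74036589 to 74038807) at -2.05 (-2.14 to -1.96). With S63845 the highest over docetaxel were EGR1 (chromosome 5, 138465479 to 138469303) at 1.87 (1.71 to 2.03), C15orf48 (chromosome 15, 45430579 to 45448761) at 1.85 (1.71 to 1.99) and TCN1 (chromosome 11, 59852800 to 59866489) at 1.85 (1.74 to 1.95). TCN1 fell to -0.33 among cells of 1000 to 4000 UMIs. The lowest were DLGAP5 (chromosome 14, 55148112 to 55191608) at -1.89 (-2.03 to -1.75), CRABP1 (chromosome 15, 78340353 to 78348225) at -1.88 (-2.04 to -1.73) and MKI67 (chromosome 10, 128096659 to 128126423) at -1.76 (-1.90 to -1.62).

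Between the S63845 and ABT263 libraries the highest ratios included those of CXCL8 (chromosome 4, 73740519 to 73743716) at 3.50 (3.37 to 3.64) and FXYD3 (chromosome 19, 35115823 to 35124324) at 3.39 (3.18 to 3.61). CXCL8 was at 126 CPM (120 to 132) with docetaxel, 38.3 (35.1 to 41.8) with ABT263 and 435 (424 to 446) with S63845. The lowest were CRABP1 at -2.94 (-3.09 to -2.80), KCNMA1 at -2.21 (-2.24 to -2.18) and PRSS2 (chromosome 7, 142760398 to 142774564) at -2.14 (-2.20 to -2.07). CXCL2, CXCL3 and PRSS2 have close paralogs, and how reads were split among them is not given in the sources used here.

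The SASP list went in opposite directions in the 2 combinations. Its median log2 ratio to docetaxel was -0.60 (-0.71 to -0.50) with ABT263 and 0.69 (0.56 to 0.84) with S63845, over 18 of its 27 genes. No random list of 10000 was as low or as high, respectively (percentiles 0 and 100). Under the alternatives the first ranged from -0.60 to -0.35 and the second from 0.60 to 1.01. The anti-apoptotic list, which holds MCL1, had medians of -0.37 (-0.43 to -0.31; percentile 0.54) and 0.48 (0.39 to 0.52; percentile 99.9). Under the alternatives the first ranged from -0.46 to -0.19 and the second from 0.53 down to 0.10 among cells of 1000 to 4000 UMIs. The pro-apoptotic medians of -0.24 (percentile 25.4) and 0.20 (percentile 85.5) were not set apart from random lists. The migration and matrix remodelling medians were -0.00027 (-0.09 to 0.05; percentile 97.2) and 0.14 (0.08 to 0.19; percentile 96.2), and the ratio of sums for S63845 was -0.011. Immediate early and dissociation stress genes had medians of -0.32 (-0.39 to -0.26; percentile 0.01) and 0.47 (0.43 to 0.49; percentile 100).

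The study compared a G2/M signature between the treatments. The summed G2/M list was at 4442 CPM with docetaxel, 4330 with ABT263 and 2827 with S63845. The log2 ratio of S63845 to docetaxel was -0.65 (-0.67 to -0.63), and 52 of 53 members were lower, with a median of -0.93 (-1.06 to -0.83; percentile 0). Among alternatives on counts, equal weight per cell moved the ratio of sums most, to -0.49. The ratio of ABT263 to docetaxel was -0.04 (-0.05 to -0.02), but 0.13 under TMM, so no direction can be given. The S phase median was -0.63 (-0.70 to -0.55; percentile 0) with S63845 and -0.26 (-0.34 to -0.24; percentile 5.11) with ABT263. The cell cycle pathway medians were -0.02 (-0.08 to -0.0046; percentile 3.12) and -0.20 (-0.23 to -0.16; percentile 2.75).

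Epithelial markers made up 3483 CPM with docetaxel, 3715 with ABT263 and 4189 with S63845. Their median log2 ratio to docetaxel was -0.48 (percentile 0.06) with ABT263, where the ratio of sums was 0.09. With S63845 it was 0.30 (percentile 97.4), but -0.39 among cells of 1000 to 4000 UMIs. The fibroblast list was at 115, 114 and 196 CPM, led by COL1A1, the leukocyte list at 33.0, 27.2 and 31.2 CPM, led by CD68, the endothelial list at 17.1, 20.01 and 16.4 CPM and the erythroid list at 7.01, 2.74 and 0.219 CPM. These lists had fewer than 3 members at 5 CPM and were given no median.

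The study also compared the share of senescent cells. At 500 UMIs per cell, 698 docetaxel cells, 417 ABT263 cells and 74 S63845 cells were too shallow and were left out. The high senescence score class then held 971 of 5929 docetaxel cells (16.4%, 15.4 to 17.3), 1567 of 8267 ABT263 cells (19.0%, 18.1 to 19.8) and 347 of 1440 S63845 cells (24.1%, 21.9 to 26.4). Without thinning the shares were 17.3%, 22.5% and 11.1%, so the S63845 library went from the highest share to the lowest. With depth regressed out of each unthinned score they were 16.9%, 19.2% and 32.4%, and S63845 was again the highest. The order of the libraries on counts therefore depended on how depth was handled. In the integrated matrix the shares were 4.98%, 33.1% and 1.98%. There the ABT263 values were left as normalised counts and those of the other libraries were altered, so these shares are not on the same footing.

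**Figure D4:**
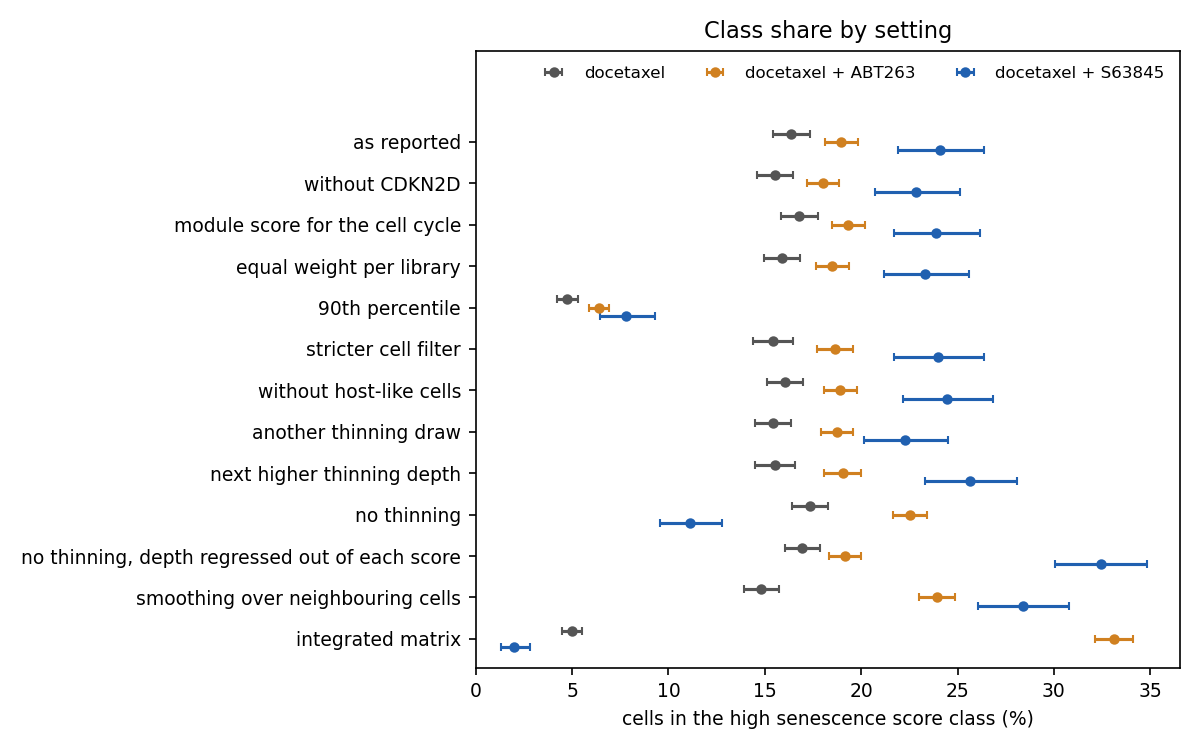
Share of cells in the high senescence score class (x axis, percent) under each setting (y axis), with exact binomial 95% intervals, 1 colour per library. The S63845 share is the highest in most settings but the lowest without thinning (11.1%) and in the integrated matrix (1.98%).

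The class is a range of a score and not a cell type, and counting noise limited it. A thinned cell held on average 0.266 UMIs of the 6 signature genes with docetaxel, 0.323 with ABT263 and 0.371 with S63845. No signature UMI was seen in 78.4%, 75.1% and 69.9% of the cells. Within 0.1 SD of the class limit lay 186, 316 and 56 cells. When 12511 cells were split into 2 disjoint sets of 500 UMIs each, 2392 cells were in the class by the first set, and 608 of these (25.4%, 23.7 to 27.2) were in it again by the second. The class share by the second set was 17.3%, the share that a class unrelated between the 2 sets would repeat. By library, 19.3% (16.6 to 22.3) repeated with docetaxel against a second share of 14.8%, 29.2% (26.7 to 31.8) with ABT263 against 18.3%, and 24.8% (20.1 to 29.9) with S63845 against 21.5%, so no repeat beyond chance was detectable in the S63845 library.

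MCL1 in class cells was at 224 CPM (203 to 247) with docetaxel, 183 (167 to 201) with ABT263 and 324 (305 to 344) with S63845. Cells outside the class were at 199 (190 to 208), 190 (182 to 199) and 321 (311 to 333), so the difference between libraries was present in and out of the class. The largest move was without thinning, where the S63845 class was at 519 CPM. At 500 UMIs an MCL1 UMI was seen in 11.3% (9.40 to 13.5), 9.44% (8.04 to 11.0) and 17.6% (13.7 to 22.0005) of class cells. With all counts the shares were 31.0%, 22.6% and 73.5%, at median depths of 1639, 1454 and 9811 UMIs. No cell type that should lack MCL1 was present for a background. PTPRC, a leukocyte gene chosen after its values were seen, had a UMI in 1, 0 and 1 class cells at 500 UMIs, where a count of 0 in the ABT263 class allows a share of up to 0.191% by the limit of 3 counts.

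At 500 UMIs, 28.0% (26.8 to 29.1) of docetaxel cells, 28.7% (27.7 to 29.6) of ABT263 cells and 20.5% (18.4 to 22.7) of S63845 cells were called G2/M. Outside the class the shares were 29.4% (28.2 to 30.7), 30.0% (28.9 to 31.1) and 21.7% (19.3 to 24.2). Without thinning they were 20.7%, 24.3% and 10.2% of all cells. At 500 UMIs G1 calls were 39.2%, 39.8% and 49.6% of all cells, and without thinning 51.8%, 50.9% and 76.9%. Free RNA enters such calls, and its share in each library was not measured here.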

Values the study reported

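The study reported that senescent cells, by its own index, made up 35.5% of xenograft cells after docetaxel, 15.6% after docetaxel with ABT263 and 14% after docetaxel with S63845.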

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

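The alternatives at an equal mix of MSMP classes, at 1000 to 4000 UMIs, without host-like cells, without CDKN2D in the signature and with another thinning draw were chosen after seeing the data. Values for a pair of libraries are log2 ratios in the order ABT263 over docetaxel, S63845 over docetaxel and S63845 over ABT263 unless named. The filter of at least 100 genes removed no cell, no MT-, RPL or RPS gene was in the counts, no depth under 500 UMIs was in the preset series and Scrublet called too few cells, so these alternatives gave no values of their own and say nothing about stability. The 10% mitochondrial part of the stricter filter could not be applied.

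The higher MCL1 and lower G2/M list with S63845 kept their direction under every alternative on counts. MCL1 for ABT263 over docetaxel and the G2/M list for that pair did not. Under TMM, MCL1 was 0.034 for ABT263 over docetaxel and 0.52 for S63845 over ABT263, and the G2/M list was 0.13, -0.72 and -0.85, with its median at 0.056 for the first pair. Under median-of-ratios scaling MCL1 was 0.049, 0.55 and 0.50, and the G2/M list 0.14, -0.73 and -0.87, with a first median of 0.072. With equal weight per cell, MCL1 was -0.29 for ABT263 over docetaxel and 0.85 for S63845 over ABT263, and the G2/M list 0.016, -0.49 and -0.50. With the stricter filter MCL1 was 0.75 for S63845 over docetaxel, and the G2/M list -0.017, -0.70 and -0.68. Without the deepest 5% of cells the G2/M list was 0.045, -0.60 and -0.65, with a first median of 0.012. Without host-like cells it was -0.69 and -0.65 for S63845 over docetaxel and over ABT263. At the equal mix it was 0.077, -0.75 and -0.82, with a first median of 0.069. At 1000 to 4000 UMIs MCL1 was 1.58 and 1.66 for S63845 over docetaxel and over ABT263, and the G2/M list 0.18, -0.74 and -0.92, with a first median of 0.20. In the integrated matrix the differences of means, on the natural log scale, were -0.072 and -0.016 for MCL1 in S63845 over docetaxel and over ABT263 and -0.0011, -0.025 and -0.023 for the G2/M list. Integration removes differences between libraries by its construction, and whether that is the whole cause was not tested.

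Reversals of other results for S63845 over ABT263 were TIMP1 at -0.13 under TMM, -0.16 under median-of-ratios, -0.00020 with equal weight and -0.72 at 1000 to 4000 UMIs; BCL2L1 at -8.7e-05 and -0.025 and the migration median at -0.036 and -0.061 under the same 2 scalings; CDKN2D at -0.074 and -0.10 under these and -0.20 at 1000 to 4000 UMIs; and CDKN1A at -0.0090 there. For S63845 over docetaxel, TCN1 was -0.33 and the epithelial median -0.39 at 1000 to 4000 UMIs. The scalings shift all genes alike; the cause of the others was not tested. Of 360 values of single genes under an alternative, 227 stayed within the counting interval, 122 left it without a reversal of a called direction, and 11 reversed. Of 300 list medians, 164 stayed within it, 128 left it and 8 reversed.

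The class shares for docetaxel, ABT263 and S63845 moved as follows, and the causes were not tested. At the 90th percentile they were 4.72%, 6.37% and 7.78%, which a narrower class gives by construction. Without CDKN2D ABT263 was at 17.999%, and the other shares stayed within their intervals. Docetaxel was at 15.4% with the stricter filter and at 15.4% with another draw. With smoothing the shares were 14.8%, 23.9% and 28.4%. Without thinning ABT263 was at 22.5% and S63845 at 11.1%, and with depth regressed out of each score S63845 was at 32.4%. In the integrated matrix, where ABT263 alone was not altered, they were 4.98%, 33.1% and 1.98%. The module score for the cell cycle, equal library weights and removal of host-like cells left all 3 shares within their intervals.

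MCL1 in class cells was highest with S63845 under every setting. At 1000 UMIs it was 199, 206 and 346 CPM. At the 90th percentile ABT263 was at 149.8 and S63845 at 365 CPM. With another draw ABT263 was at 204 CPM. Without thinning ABT263 was at 207 and S63845 at 519 CPM, and with depth regressed out S63845 was at 410.0 CPM. With smoothing ABT263 was at 248 and S63845 at 394 CPM. In the integrated matrix S63845 was at 411 CPM. The cause was not tested.

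The G2/M phase share was 23.96%, 27.2% and 14.3% at 1000 UMIs and 20.7%, 24.3% and 10.2% without thinning. It was lowest with S63845 under every setting. The step from 500 to 1000 UMIs moved all 3, so the levels depend on depth. No paired analysis was possible because each group had 1 library.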

Other observations

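The tests that leave out host-like cells for MCL1, the G2/M list and the CXCL genes and the test of depth for the G2/M list were written down before their results were seen; the other tests below, the host-like and hypoxia lists, the MSMP limit of 1% and the depth ranges were chosen after.

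A group of transcripts appeared mainly in shallow cells of the S63845 library. The host-like list (IGFBP7, APOE, ACTA2, CXCL14, CCL21, RAMP2, MAF and COL1A2, of which COL1A2 is also on the fibroblast list) was picked from these libraries. It was at 2718 CPM (2574 to 2867) in S63845 cells under 3000 UMIs and at 29.0 CPM (26.1 to 32.2) in the docetaxel library. Low depth as the cause is argued against. At 500 to 3000 UMIs, 0.289% of docetaxel cells (14 of 4839) had at least 2 such UMIs, against 15.1% (49 of 325) of S63845 cells. Free RNA spread over all droplets is argued against too, since S63845 cells from 8000 UMIs held the list at 24.5 CPM (21.7 to 27.5). The cells with these UMIs held the epithelial list at 357 CPM (229 to 531), against 2992 (2824 to 3167) in other S63845 cells of that depth. A candidate explanation is therefore cells of another type in the sort, mouse stroma read against the human genome among them. IGFBP7 and APOE were the most abundant of the list in the shallow cells, at 713 and 901 CPM. No mouse genome was used here, and no biological explanation was tested.

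These cells did not account for the differences between libraries in MCL1, the G2/M list and the CXCL genes. Without them the log2 ratio of MCL1 for S63845 over docetaxel was 0.63 (0.56 to 0.70), that of the G2/M list -0.69 (-0.71 to -0.67), and the median of CXCL1, CXCL2, CXCL3 and CXCL8 for S63845 over ABT263 was 2.96 (2.87 to 3.05). CXCL1 was added to the 3 named genes after its values were seen. An unequal mix of MSMP-low and MSMP-high cells did not account for these differences. At an equal mix the values were 0.65 (0.58 to 0.72), -0.75 (-0.77 to -0.73) and 2.62 (2.53 to 2.73). At matched depth the differences in MCL1 and the G2/M list kept their direction. Among cells of 1000 to 4000 UMIs, MCL1 was at 1.58 (1.40 to 1.75) and the G2/M list at -0.74 (-0.82 to -0.66). That range held 4313 of 6627 docetaxel cells but 259 of 1514 S63845 cells, where the library median was 8871.5 UMIs. Typical docetaxel cells were thus set against unusually shallow S63845 cells, so an effect of depth is not excluded. Some other differences did change with depth. In the same cells TCN1 was at -0.33 and the epithelial median at -0.39 for S63845 over docetaxel, both reversed. A dissociation response stays open for MCL1. The immediate early list, which does not hold MCL1, had a median of 0.47 (0.43 to 0.49) with quartiles of 0.17 and 1.00, and MCL1 at 0.62 lay between them. Higher MCL1 with S63845 may thus be part of a wider stress response, of handling or of treatment. The design has 1 library per treatment, so an effect of treatment, of the tumour or of the preparation could each give such differences, and none of these was tested.

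MSMP was at 43685 CPM with docetaxel, 59179.8 with ABT263 and 35831 with S63845, and differed widely between cells of every library. In docetaxel cells over 2000 UMIs its share of UMIs ran from 0.13% at the 10th percentile to 11.8% at the 90th. Cells under 1% were 35.4% (34.2 to 36.6) of docetaxel cells, 19.7% (18.9 to 20.6) of ABT263 cells and 56.3% (53.6 to 58.8) of S63845 cells from 500 UMIs. Counting noise is argued against, as the variance was at least 96.7 times the binomial one in each library. Cells with at least 2 host-like UMIs, at any depth from 500 UMIs, were 12.3% (10.2 to 14.8) of the MSMP-low S63845 cells, too few to be the cause. An event at the locus on chromosome 9 cannot be told apart from regulation of the gene. The 10 genes within 250000 bases that do not overlap MSMP were lower in MSMP-low cells than most windows of 10 neighbouring genes in the docetaxel library (percentile 0.274) and the ABT263 library (4.40), but lay at percentile 11.3 with S63845. GBA2 (35736866 to 35749228), 1 of these 10 genes and on the same strand as MSMP, was far lower in MSMP-low cells. Its ratios were -1.87, -1.54 and -2.10 in the 3 libraries. RGP1 (35749287 to 35758585), on the opposite strand, overlaps MSMP (35752990 to 35756613), with ratios of -2.72, -2.37 and -2.41. Whether transcripts from MSMP were counted to either gene was not tested, so neither is independent evidence on the locus. MSMP, RGP1 and GBA2 were singled out after their values were seen.

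Genes of hypoxia and glycolysis were higher with ABT263. The list, written after related genes, GAPDH (4863 CPM with docetaxel and 6881 with ABT263) among them, had been seen, and holding ANGPTL4, had a median log2 ratio to docetaxel of 0.54 (0.52 to 0.60; percentile 100), and 0.22 (percentile 97.7) with S63845. At an equal mix of MSMP classes it was 0.60 (0.57 to 0.62), so the mix did not account for it. Oxygen supply of the tumours may differ, which was not tested, and the treatment remains open.

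The share of docetaxel cells in the class here was 16.4%, of the 5929 cells with at least 500 UMIs. That is lower than the value quoted from the study above. Docetaxel had the highest of the quoted shares, but its share was the highest in no setting here. The share of S63845 cells in the class here was 24.1%, of the 1440 cells with at least 500 UMIs. That is higher than the value quoted from the study above. With smoothing the S63845 share was 28.4%, and with depth regressed out of each score it was 32.4%. Those are higher as well. Without thinning it was 11.1%, and in the integrated matrix, where its values were altered, 1.98%. Those are lower than the quoted value, so the direction for S63845 depended on the processing. The share of ABT263 cells in the class here was 19.0%, of the 8267 cells with at least 500 UMIs. The class was rebuilt with other cell cycle lists, at a thinned depth, without imputation and without the regression on UMIs and genes per cell that the study's methods describe, and the source table behind the quoted shares was not used here.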
